A study of Mus musculus with 10 samples.

How the data were processed

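Long-term hematopoietic stem cells are the rare bone marrow cells that sustain blood formation after transplantation. They were sorted from Hoxb5-mCherry reporter mice aged 2 to 3 months, in which a fluorescent protein reports expression of Hoxb5. Both groups passed the same gate, namely lineage-negative, KIT+, SCA1+, CD150+, CD48-, FLK2-, CD34- and Hoxb5+, and differed in surface neogenin-1 (NEO1), the product of Neo1. The series held 5 libraries of NEO1+ and 5 of NEO1- cells. Per the labels' protocols, each library came from 250 to 500 cells of 2 pooled mice and was prepared by Smart-seq2, which primes reverse transcription on poly(A) tails and amplifies full-length cDNA, with 18 cycles of PCR. Then 40 ng of cDNA was fragmented and barcoded with the Nextera transposase kit. The libraries carried no molecular identifiers, so PCR copies of one molecule were counted as separate reads; reads counted in this way are not independent molecules, and intervals and floors given here cover counting error only.

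The authors deposited a table of raw counts per gene symbol and library, with 24544 genes, of which 8860 had no count in any library. The aligner, the counting tool, the genome build and the annotation were not stated in the labels or the headers, so no genomic coordinates are given, and strand use in counting is unknown. The authors also deposited a table of log2 values. Each of these equalled log2 of the count divided by 1 constant per library, plus 1, with a largest residual of 5.2e-14; the constants are named as DESeq2 size factors per the file headers and names. The count table was used for all main results, and the deposited log2 values for 1 alternative.

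Library totals ran from 21.2 to 38.95 M counts. A floor of 3 counts, the upper limit that a count of 0 allows, corresponded to between 0.0770 and 0.142 CPM (the count divided by the library size in M) depending on the library. The ribosomal RNA precursor gene Rn45s held between 27.9% and 42.5% of the counts of a library and was kept in the table; the alternative without it is among those tried. Library sizes were scaled by TMM in edgeR, and CPM values use these effective sizes unless stated otherwise. Values on the log2 scale per library are log2 CPM with a prior count of 2. A chi-square comparison of counts over genes between libraries of a group gave at least 86.7 per degree of freedom in all such pairs. No 2 libraries of the same group were therefore alike within sampling noise, and pairs across groups were not compared.

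Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, robust dispersion and robust fit), which retained 12203 genes, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The common biological coefficient of variation was 0.717. Standard errors of log2 fold changes were computed as the absolute fold change over the square root of F. Gene lists were tested with camera (limma 3.58.1) with an inter-gene correlation preset at 0.01, adjusted over 10 lists; fry and camera with an estimated correlation were alternatives. A list of mitochondrially encoded genes was also written, but 0 of its genes were in the table, so it was not tested; the test had been planned over 11 lists. Of the gene symbols of the other lists, 2 were missing from the table (Ighm and Ccn1), where a gene may stand under another symbol. A list score is the mean log2 CPM of the tested members in a library. Per-library values were compared by exact two-sided permutation of the group means over all 252 assignments, whose smallest p is 0.00794, and the separation of whole profiles by an exact one-sided permutation over 126 splits. The gene lists above, the main tests and the rule for naming genes were written before the data were examined, as were the alternatives other than those named below as added. By that rule, up to 6 genes per direction past the threshold are named, or, when none passes, the 3 of smallest p in each direction as not passing, together with the genes of the sorting gate. Other genes that appear by name were chosen after their values were seen.

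The libraries of both groups carry the numbers 1 to 5. Whether equal numbers pair the libraries is not stated by the labels. Deviations from the group means were therefore correlated between same-numbered libraries. Over all 12203 genes the correlations lay between 0.00 and 0.04, and 21 of the 120 possible pairings gave a mean as large (exact permutation p 0.175). Among the 298 genes with a mean log2 CPM over 8 they were 0.16, 0.29, 0.25, 0.50 and 0.25 for numbers 1 to 5, against a mean of -0.073 for differently numbered libraries, and 1 of 120 pairings gave a mean as large (exact permutation p 0.00833). With a mean log2 CPM over 6 (2517 genes) and over 7 (922 genes) the correlations were lower, at 0.04 to 0.19 and 0.08 to 0.36. In both sets 1 of 120 pairings gave a mean as large (exact permutation p 0.00833). These sets of abundant genes were chosen after the first result was seen. The numbers were treated as pairing the libraries, from the values and not from a label, and fits with the number as a block were alternatives.

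Alternatives were DESeq2 1.42.0 without and with the replicate block, limma-voom with quality weights, limma-trend on the deposited log2 values, median-of-ratios and upper-quartile normalization, 3 other filters on low counts, the number of genes detected as a covariate, an adjusted p under 0.1, the table without Rn45s, and leaving out each library in turn. Of these, DESeq2 with the block, the filter at a mean log2 CPM of 5, the table without Rn45s and the set tests fry and camera with an estimated correlation in the fit with the block were added after the data were seen. DESeq2 gave no adjusted p for 10823 genes without the block and 11220 with it, and these were left as not given. Transcript length and GC content came from the transcripts of GENCODE release M21, matched on the symbol for 12032 of the tested genes (98.6%), with the longest protein-coding transcript of a gene, or else its longest; sequences were read with Biostrings 2.70.1. Matched lists replaced each member by 1 of its 10 nearest genes in abundance, length and GC content, 10000 times.

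The count tests were tested on simulated data, drawn from the real means, dispersions and library sizes with 200 changed genes. edgeR recovered 17.5% of the 200 genes at a fold change of 2, 60.5% at 4 and 70.5% at 8 when these were drawn from all tested genes, and 50.0%, 97.0% and 100.0% when drawn from genes with a mean log2 CPM of at least 5. Between 0% and 4.8% of its calls were false. Of the calls of DESeq2, between 24.6% and 37.1% were false, and with the block between 44.3% and 64.8%. The dispersions of the simulated genes were those estimated by edgeR without the block, and no effect of the replicate number was simulated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.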

Results

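The data set held 10 bulk RNA-seq libraries of mouse long-term hematopoietic stem cells that express Hoxb5, with 5 libraries of NEO1+ and 5 of NEO1- cells from bone marrow. Neogenin-1 is a cell surface receptor. The series asks whether NEO1 parts Hoxb5+ stem cells into a myeloid-biased and a balanced population, and the libraries compare the transcriptomes of both fractions at the same age. No sequencing batch or date was given in the labels.

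Total counts were 32.1 ± 7.29 M counts (M, mega) in NEO1+ libraries and 30.6 ± 3.92 M in NEO1- libraries (SD, n = 5 each; exact permutation p 0.690, Benjamini-Hochberg adjusted 0.690 over 5 comparisons of libraries). In NEO1+ libraries 1 to 5 the totals were 21.2, 38.3, 38.95, 29.3 and 32.8 M, and in NEO1- libraries 1 to 5 they were 35.4, 24.5, 31.9, 30.95 and 30.3 M. Genes with 1 count or more numbered 13146 ± 391 in NEO1+ and 12142 ± 680 in NEO1- libraries (SD, n = 5 each). The difference of 1004 genes had an exact permutation p of 0.0397 and did not pass adjustment (0.0992); NEO1+ was higher in 4 of 5 same-numbered pairs. Without NEO1- library 4 the difference was 1255 genes (exact permutation p 0.00794). Across the fits that each left out 1 library it fell as low as 838, with an exact permutation p of up to 0.0714. The p values with a library left out were not adjusted. The ribosomal RNA precursor Rn45s took 32.3 ± 3.89% of counts in NEO1+ and 38.4 ± 5.01% in NEO1- libraries (SD, n = 5 each; exact permutation p 0.0794, adjusted 0.132), lower in NEO1+ in all 5 pairs. The lowest share was 27.9% in NEO1+ library 4 (95% Clopper-Pearson interval 27.92 to 27.96%) and the highest 42.5% in NEO1- library 2 (42.43 to 42.47%), so counting error was far below the spread between libraries. Without NEO1- library 4 the difference in share was -7.97 percentage points (exact permutation p 0.0238). These permutations did not use the pairing of numbers. For Rn45s as a gene, the edgeR adjusted p was 0.73 without and 0.39 with the replicate block (unadjusted 0.0430 and 0.00102). DESeq2 gave adjusted p values of 0.34 and 0.025 in the same order, so its call depended on the block.

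**Figure D1:**
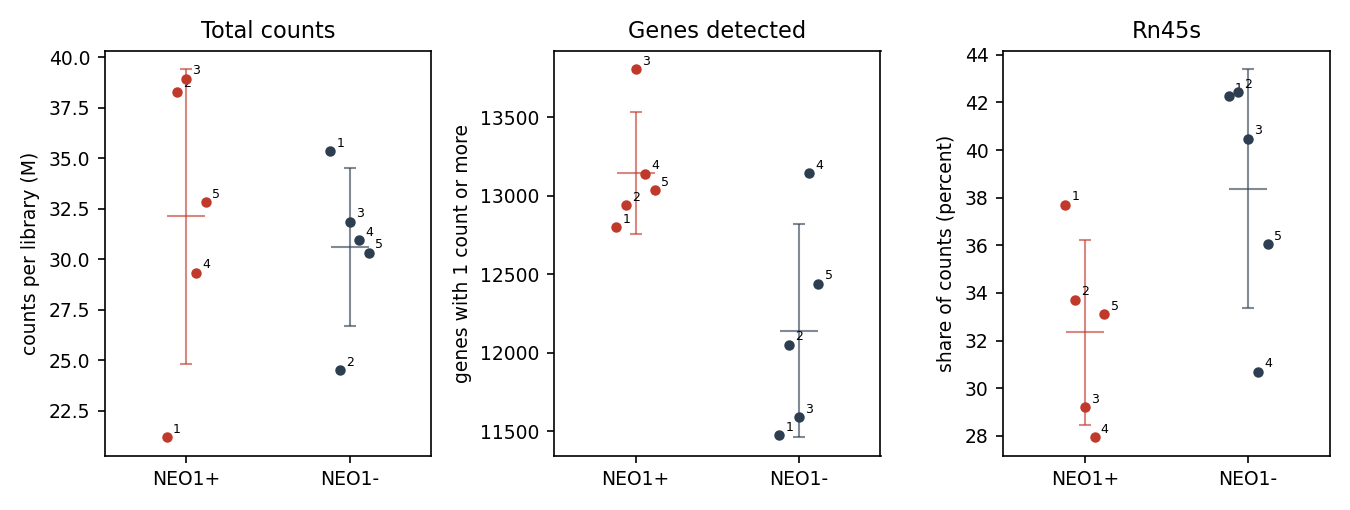
Total counts in M, genes detected and the Rn45s share of counts in percent (vertical axes) for NEO1+ and NEO1- libraries; each point is a library with its number, and the horizontal mark and bar give mean ± SD. Genes detected averaged 13146 in NEO1+ and 12142 in NEO1- libraries, and NEO1- library 4, with 13147, lay among the NEO1+ libraries.

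Sex-linked genes were read because the labels do not give the sex of the pooled mice. The summed CPM of 4 Y-linked genes on the log2 scale was 7.25 ± 0.24 in NEO1+ and 7.33 ± 0.17 in NEO1- libraries (SD, n = 5 each; exact permutation p 0.532, adjusted 0.665). Xist had between 0 and 25 counts per library. All 10 libraries therefore held Y-linked reads and next to none of Xist, and the groups did not differ in either by more than their spread.

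Whole profiles were compared by the Pearson correlation of log2 CPM across genes; genes are not independent replicates. The mean correlation was 0.852 among NEO1+ libraries (range 0.817 to 0.875), 0.751 among NEO1- libraries (0.692 to 0.814) and 0.787 between groups (0.732 to 0.872). The mean within groups exceeded that between groups by 0.0144 (exact one-sided permutation p 0.00794, adjusted 0.0397), the smallest p that 126 splits allow. NEO1- libraries resembled each other less than they resembled NEO1+ libraries, so the separation came from the closeness of the NEO1+ libraries. It does not by itself show 2 distinct profiles. Of genes at a mean log2 CPM of 2 to 3 in the other libraries, NEO1- libraries 1 to 5 had 14.3%, 7.8%, 12.65%, 0.21% and 3.08% at 0. In NEO1+ libraries this share was at most 0.93%. Whether such losses made the NEO1- libraries less alike was not tested. Leaving out a library lowers the weight of the pairs of its group in the mean within groups, so these values moved by construction: from 0.00100 to 0.00290 without 1 of the NEO1+ libraries (exact permutation p 0.246 to 0.349) and from 0.0231 to 0.0345 without 1 of the NEO1- libraries (0.00794 each).

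Neo1, the transcript of the sorting marker, was at 47.5 ± 20.6 CPM in NEO1+ and 10.7 ± 5.66 CPM in NEO1- libraries (SD, n = 5 each). In NEO1+ libraries 1 to 5 it was at 64.8, 48.6, 59.6, 12.5 and 52.1 CPM, and in NEO1- libraries 1 to 5 at 18.9, 11.5, 12.2, 4.56 and 6.15 CPM. The log2 fold change was 2.16 (SE 0.47) and positive in 5 of 5 pairs, with an adjusted p of 0.248 in edgeR over all genes and 0.00357 when adjusted over the list alone, the list being the 8 genes of the gate. Alternatives moved the adjusted p over all genes both ways: to 0.00156 with DESeq2 and 1.64e-09 with DESeq2 and the replicate block (log2 fold changes 2.15 and 2.13), and to 0.463 with limma-voom (2.56) and 0.9998 with genes detected as a covariate in edgeR (3.11). Leaving out 1 library gave 0.183 to 0.658 in edgeR. NEO1+ library 4 held 412 Neo1 counts. These made 14.04 CPM of all its counts (95% Clopper-Pearson interval 12.7 to 15.5), which lay within the range of the NEO1- libraries and above NEO1- library 4.

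None of the other gate genes passed in edgeR, with adjusted p values of at least 0.823 over all genes; 1 of the 8 gate genes, Neo1, passed when adjusted over the list alone. Kit (encoding KIT) was at 451 ± 45.2 CPM in NEO1+ and 498 ± 59.1 CPM in NEO1- libraries, Ly6a (SCA1) at 178 ± 25.4 and 186 ± 27.2 CPM, Slamf1 (CD150) at 87.5 ± 17.4 and 69.0 ± 14.7 CPM, and Cd34 at 76.6 ± 28.1 and 86.1 ± 20.1 CPM (SD, n = 5 each). Hoxb5 was low, at 3.38 ± 0.93 CPM in NEO1+ and 1.40 ± 1.19 CPM in NEO1- libraries. The groups did not overlap (2.45 to 4.91 CPM in NEO1+ and 0 to 2.43 CPM in NEO1- libraries), but only just. The nearest values came from 51 counts in NEO1+ library 1 and 80 counts in NEO1- library 4. NEO1- libraries 1 and 3, with 7 and 0 counts, also had the highest shares of genes at 0 (14.3% and 12.65% at a mean log2 CPM of 2 to 3). Hoxb5 was higher in 5 of 5 pairs. Its log2 fold change of 1.27 (SE 1.26) was 2.12 with the replicate block, 2.38 with limma-trend on the deposited values and -0.06 with the number of genes detected as a covariate. Flt3, which encodes FLK2, was at 3.66 ± 1.46 and 12.4 ± 13.8 CPM (SD, n = 5 each) and had a log2 fold change of -1.76 (SE 1.23), which was -1.13 without NEO1- library 5, -0.15 with the replicate block (-0.14 in DESeq2), -3.76 with the covariate and 0.42 with limma-trend on the deposited values. Cd48, for which the cells were sorted as negative, had 0 counts in 5 libraries and up to 8.69 CPM in NEO1+ library 3.

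**Figure D2:**
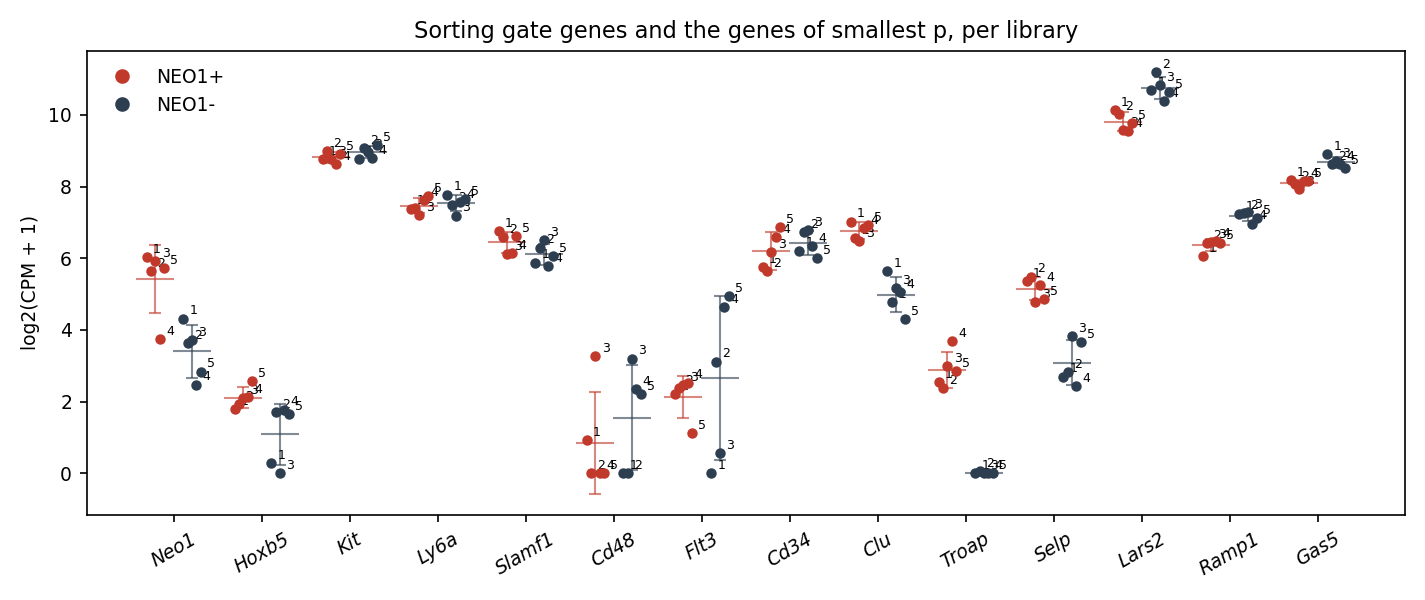
Expression of the 8 sorting gate genes (Neo1 to Cd34) and of the 6 genes of smallest p (Clu to Gas5) as log2(CPM + 1) on the vertical axis; each point is a library with its number, and the horizontal mark and bar give mean ± SD of 5 libraries. Neo1 was at 12.5 CPM in NEO1+ library 4 and at 48.6 CPM or more in the other NEO1+ libraries.

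Across all 12203 genes tested, 0 passed an edgeR adjusted p of 0.05 in either direction, while 806 had an unadjusted p under 0.05 (380 higher and 426 lower in NEO1+). The choice of test moved this count most. DESeq2 called 147 genes (91 higher, 56 lower) on the same counts, and with the replicate number as a block 724 (564 higher, 160 lower), whereas edgeR with the block called 0 with 874 at an unadjusted p under 0.05. Of the 874, 524 were higher and 350 lower in NEO1+, so the balance of directions in edgeR reversed with the block. Of the 147 genes, 122 were among the 724. Of the 724, 657 were tested by edgeR, 648 of these with the same sign and 342 with an unadjusted p under 0.05. On simulated data with known changes, 24.6% to 37.1% of DESeq2 calls were false without the block, and 44.3% to 64.8% with it.

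The smallest edgeR p values belonged to Clu, Troap and Selp among genes higher in NEO1+ and to Lars2, Ramp1 and Gas5 among genes lower, and none of these passed the threshold. Clu was at 109 ± 17.1 CPM in NEO1+ and 32.2 ± 11.3 CPM in NEO1- libraries (SD, n = 5 each), a log2 fold change of 1.76 (SE 0.24) with an edgeR adjusted p of 0.0526, higher in 5 of 5 pairs. Its edgeR adjusted p was 0.00768 without NEO1- library 1 and 0.0656 to 0.227 without any 1 of the others, 0.149 with the replicate block and 0.260 with genes detected as a covariate. Troap was at 6.78 ± 3.04 CPM in NEO1+ libraries and had at most 1 count in any NEO1- library, which made it at least 47.1-fold higher (edgeR adjusted p 0.0747). Selp was at 35.2 ± 7.70 and 8.18 ± 3.99 CPM, a log2 fold change of 2.10 (SE 0.37, edgeR adjusted p 0.140). Lars2 was at 905 ± 164 and 1749 ± 379 CPM, a log2 fold change of -0.95 (SE 0.15, edgeR adjusted p 0.0747). Its counts per 1000 Rn45s counts were 2.93 ± 0.13 in NEO1+ and 4.30 ± 0.53 in NEO1- libraries (SD, n = 5 each; exact permutation p 0.00794). Ramp1 was at 82.1 ± 9.08 and 144 ± 12.8 CPM (log2 fold change -0.81, SE 0.13) and Gas5, a non-coding host gene of small nucleolar RNAs, at 273 ± 18.0 and 409 ± 44.2 CPM (-0.58, SE 0.09), both with an edgeR adjusted p of 0.0747. Lars2, Ramp1 and Gas5 were lower in NEO1+ in 5 of 5 pairs. DESeq2 gave each of these 6 genes an adjusted p of 8.29e-06 or less.

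Gene lists fixed beforehand were compared as whole sets; 10 is their number after the list with no gene in the table was dropped. By camera with its preset correlation, 6 lists had an adjusted p under 0.05. G2 and M phase genes (52 tested) were higher in NEO1+, with a median log2 fold change of 1.18 and 48 of 52 members higher (camera adjusted p 5.31e-21). S phase genes (42 tested) were higher, with a median of 0.79 and 40 of 42 members higher (camera adjusted p 2.15e-14). Megakaryocyte and platelet genes (27 tested) had a median of 0.23 with 16 higher and 11 lower (camera adjusted p 0.00122), and erythroid genes (16 tested) a median of 0.99 with 16 of 16 higher (5.76e-04). Ribosomal protein genes (78 tested) were lower, with a median of -0.36 and 77 of 78 members lower (2.09e-37), and nuclear oxidative phosphorylation genes (74 tested) were lower, with a median of -0.27 and 64 of 74 lower (5.78e-13). Ribosomal protein genes have many processed pseudogenes, so their counts can share reads with copies. Under fry, 5 of these 6 calls held, the exception being erythroid genes (fry adjusted p 0.169). With an estimated correlation 3 held, for S phase, G2 and M phase and megakaryocyte and platelet genes (adjusted p 0.0266, 0.0265 and 0.0265), while ribosomal protein genes (0.0851) and nuclear oxidative phosphorylation genes (0.0959) did not. With the replicate block and an estimated correlation, megakaryocyte and platelet genes did not pass either (0.0903).

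List scores were compared between libraries by exact permutation, where 0.00794 is the smallest p possible and 0.0132 its value adjusted over the lists. The permutations of scores did not use the pairing of numbers. The G2 and M phase score was 4.65 ± 0.33 in NEO1+ and 2.52 ± 0.73 in NEO1- libraries, and the S phase score 5.12 ± 0.22 and 3.69 ± 0.62 (log2 CPM, SD, n = 5 each; exact permutation p 0.00794 for both), higher in 5 of 5 pairs. NEO1- library 4 had the highest scores of its group for both, at 3.71 and 4.64. The megakaryocyte and platelet score was 4.76 ± 0.19 and 4.18 ± 0.26, higher in 5 of 5 pairs, and the hematopoietic stem cell score 6.79 ± 0.03 and 6.56 ± 0.11, higher in 5 of 5 pairs (SD, n = 5 each; exact permutation p 0.00794 for both). The ribosomal protein score was 7.82 ± 0.11 and 8.15 ± 0.21, and the nuclear oxidative phosphorylation score 5.89 ± 0.04 and 6.12 ± 0.16, lower in NEO1+ in 5 of 5 pairs (SD, n = 5 each; exact permutation p 0.00794 for both). A score averages log2 CPM, so members at 0 counts in a library lower it strongly. Score differences were 2.13 for G2 and M phase, 1.425 for S phase, 0.58 for megakaryocyte and platelet and 0.23 for hematopoietic stem cell genes. Their median log2 fold changes were smaller, at 1.18, 0.79, 0.23 and 0.06. For both lists that were lower the medians were not smaller in size. These scores were not tested against genes detected. The median of the megakaryocyte and platelet list fell to 0.07 without NEO1- library 4 (camera adjusted p 0.0210), 0.11 without NEO1- library 1 (0.00366) and 0.14 without NEO1- library 2 (0.00483).

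**Figure D3:**
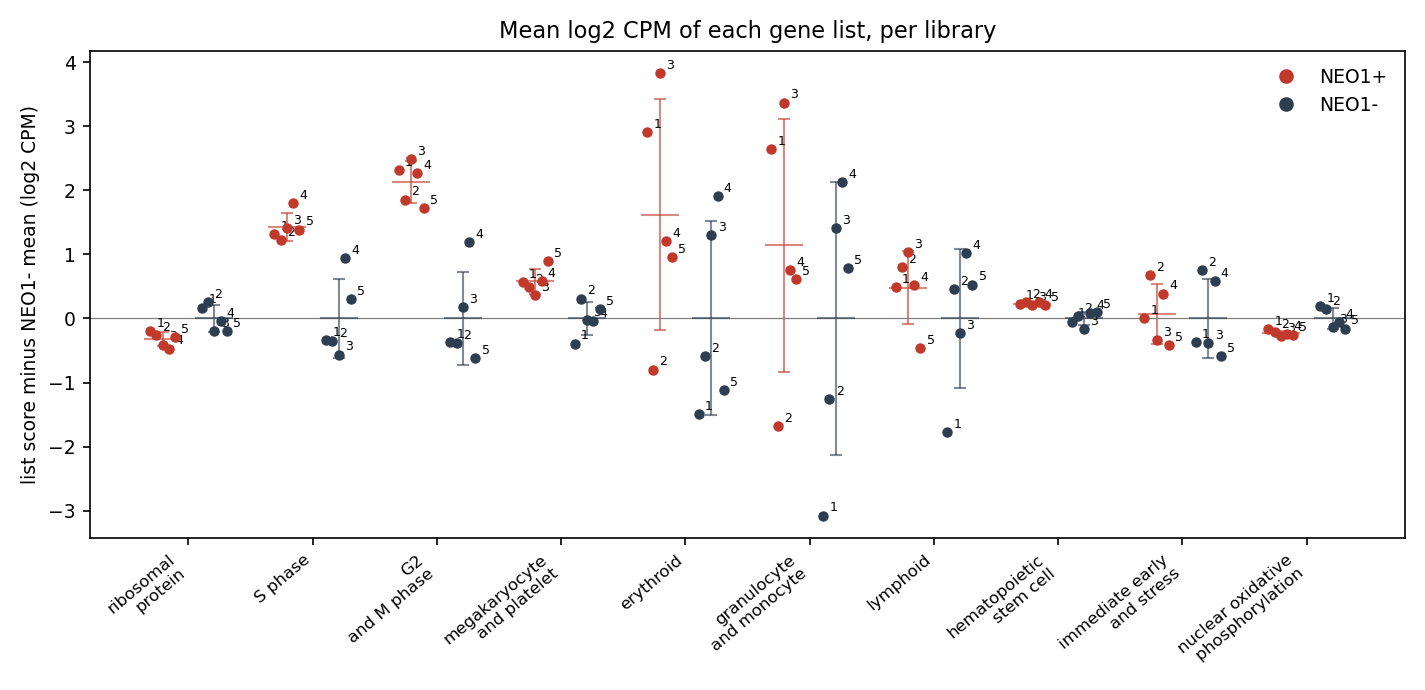
Score of each of 10 gene lists per library, as the mean log2 CPM of the list minus the mean of the NEO1- libraries (vertical axis); each point is a library with its number, and the horizontal mark and bar give mean ± SD of 5 libraries. The groups did not overlap for S phase and for G2 and M phase genes, while the erythroid and the granulocyte and monocyte scores spread over several log2 units within each group.

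The other lists differed by at most 1 of camera and the score. The erythroid score was 3.65 ± 1.80 in NEO1+ and 2.03 ± 1.51 in NEO1- libraries (SD, n = 5 each; exact permutation p 0.198, adjusted 0.283), higher in 3 of 5 pairs, and its median log2 fold change fell to 0.20 without NEO1+ library 3 and rose to 1.98 without NEO1- library 3. The granulocyte and monocyte score was 4.6 ± 1.98 and 3.46 ± 2.13 (exact permutation p 0.405; camera adjusted p 0.283), the lymphoid score 3.82 ± 0.57 and 3.34 ± 1.09 (exact permutation p 0.452; camera adjusted p 0.889), and the immediate early and stress score 6.70 ± 0.47 and 6.63 ± 0.62 (exact permutation p 0.825; camera adjusted p 0.283; SD, n = 5 each). Without NEO1+ library 2 the camera adjusted p was 0.00828 for granulocyte and monocyte genes. For immediate early and stress genes it was 0.00133 without NEO1+ library 2, 0.0437 without NEO1- library 1 and 0.0296 without NEO1- library 5, so single libraries decided both calls. Hematopoietic stem cell genes had a median log2 fold change of 0.06 and did not pass by camera (adjusted p 0.210), although they did by fry (0.00212) and by score.

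Single members passed in few lists when adjusted over the list alone, while over all genes tested 0 passed. The number with an edgeR adjusted p under 0.05 adjusted over the list alone was 53 of 78 ribosomal protein genes, 4 of 27 megakaryocyte and platelet genes, and 2 each of the S phase, the G2 and M phase and the hematopoietic stem cell genes; it was 0 in the erythroid, granulocyte and monocyte, lymphoid, immediate early and stress and nuclear oxidative phosphorylation lists, where 2, 0, 1, 2 and 12 members had an unadjusted p under 0.05. These genes, chosen for naming after their values were seen, were Mcm4 (log2 fold change 0.90, SE 0.18) and Uhrf1 (1.41, SE 0.34) for S phase and Cdk1 (1.69, SE 0.31) and Hmgb2 (0.81, SE 0.21) for G2 and M phase. In the megakaryocyte and platelet list they were Clu, Selp, Vwf (0.78, SE 0.20) and Fhl1 (0.68, SE 0.16), and in the hematopoietic stem cell list Tek (1.5, SE 0.28) and Sult1a1 (0.71, SE 0.21).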

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

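Of the tests in this part, those for exchanged libraries and for NEO1- cells in the sort were chosen after the Neo1 values were seen. In 56 groups of 5 values (totals, genes detected, the Rn45s share, Y-linked genes, named genes and list scores, each in both groups), 4 had a library whose gap to its nearest neighbour exceeded Dixon's 95% critical value, where 2.8 are expected by chance.

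Neo1 was at 3.65 log2 CPM in NEO1+ library 4, against 5.61 to 6.02 in the other NEO1+ libraries. Exchanged libraries would place NEO1+ library 4 on the NEO1- side for other genes too. Of the 100 genes of smallest p in a fit without the libraries numbered 4, Neo1 left out, 75.0% had the 2 libraries numbered 4 on the sides of their groups, against 53.8% of background genes, and between 73.0% and 83.0% when the other numbers were left out in turn. This argues against an exchange. Neo1 also was higher in NEO1+ library 4 than in NEO1- library 4 by a factor of 2.75. Ordinary scatter was tested on 2694 genes of similar abundance in the NEO1+ libraries, of which 3 (0.11%) had a gap as large as the 1.95 log2 units of Neo1, which argues against scatter that genes of this abundance share. NEO1- cells in that sort would bring the other genes to the NEO1- level along with Neo1. Placed between the NEO1- mean (0) and the NEO1+ mean (1) of the other numbers, Neo1 in NEO1+ library 4 stood at 0.01, while the same 100 genes had a median of 0.70 (bootstrap 95% interval over genes 0.58 to 0.92), against 0.76 to 0.94 for the other NEO1+ libraries placed in the same way. This argues against NEO1- cells as the whole cause; a smaller share of them is not excluded. Lower Neo1 transcript in cells that carried the protein remains open and was not tested.

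Ramp1 was at 6.05 log2 CPM in NEO1+ library 1, against 6.40 to 6.46 in the others of its group. Flt3 was at 0.29 log2 CPM in NEO1+ library 5, against 1.87 to 2.27. Troap was at -3.18 log2 CPM in NEO1- library 2 and at -3.98 in the others of that group, which is the difference between 1 count and 0. For Troap the gap is a single read. For Ramp1 and Flt3 no technical or biological explanation was tested, and 3 such values are about what chance gives among 56 groups.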

How the results depend on the processing

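Fits with DESeq2 and the block, the filter at a mean log2 CPM of 5, the table without Rn45s and the set tests with the block were chosen after seeing the data. Across 25 alternatives the number of genes called higher in NEO1+ ran from 0 to 784 and that called lower, across the 24 other than DESeq2 with the block at 0.1, from 0 to 160. DESeq2 gave 91 higher and 56 lower, DESeq2 with the replicate block 564 and 160, and the latter at an adjusted p under 0.1, 784 higher among 1036 in either direction. An adjusted p under 0.1 gave 2 (Clu and Troap) and 3 (Lars2, Ramp1 and Gas5) in edgeR, and with the replicate block 0 and 1 (Lars2). No filter beyond 1 count gave 1 (Clu) and 1 (Lars2). limma-voom with quality weights and limma-trend on the deposited values gave 1 (Clu) and 0 each. With a mean log2 CPM of at least 5, 5028 genes were tested and 1 (Clu) and 4 passed, the latter Lars2, Gas5, Ramp1 and Rps9; with the replicate block as well, 4 (Clu, Timp3, Hmgb2 and Smtnl1) and 6 passed, among the latter Malat1, Rps14 and Rn45s and no longer Ramp1. Rps9, Timp3, Hmgb2, Smtnl1, Malat1 and Rps14 were chosen after their values were seen. Across the 10 fits that each left out 1 library, from 0 to 1 gene passed as higher (Clu, without NEO1- library 1) and 0 to 0 as lower. The remaining alternatives gave 0 and 0, the replicate block in edgeR included. Fewer genes tested accounts for calls that came with the stricter filter by construction of the adjustment, at least in part; for the other counts the cause was not tested. The gate genes passing over the list alone fell from 1 to 0 with limma-voom, and to 0 with both filters at a mean log2 CPM of 5, which drop Neo1. Neo1 passed over all genes with DESeq2 (log2 fold change 2.15) and with DESeq2 and the block (2.13). Its log2 fold change lay between 1.96 and 3.11 in 21 alternatives.

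The direction of Hoxb5 reversed with genes detected as a covariate (-0.057) and that of Flt3 with limma-trend (0.42), at adjusted p values of 0.9998 and 0.945 in edgeR and limma; the cause was not tested. Of the lists, S phase and G2 and M phase genes kept direction and call in all 21 alternatives, with medians from 0.43 to 0.94 and from 0.99 to 1.64. Erythroid genes lost their call with the covariate (adjusted p 0.195), fry (0.169, with the block 0.218) and the estimated correlation (0.321, with the block 0.366). Ribosomal protein genes lost theirs with the estimated correlation (0.0851, with the block 0.121), as did nuclear oxidative phosphorylation genes (0.0959, with the block 0.121); megakaryocyte and platelet genes did so with the block and the estimated correlation together (0.0903). Hematopoietic stem cell genes passed under fry (0.00212, with the block 0.0119). Lymphoid genes, whose median lay near 0, changed direction with no filter (0.606), a mean count of at least 50 (0.960), the block (0.977), fry (0.820, with the block 0.675) and the estimated correlation with the block (0.987). Granulocyte and monocyte genes changed direction with the covariate (0.0506). The cause was not tested for these lists. At a threshold of 0.05 the replicate block changed no other call of a gate gene or a list.

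Leaving out 1 library in turn gave camera adjusted p values from 0.00828 to 0.995 for granulocyte and monocyte, from 0.288 to 0.997 for lymphoid and from 0.00133 to 0.828 for immediate early and stress genes, with reversals of direction in each. The difference in total counts ran from -0.186 to 4.26 M, in genes detected from 838 to 1255, in the Y-linked log2 CPM from -0.146 to 0.00498, in the Rn45s share from -7.97 to -4.95 percentage points and in the separation of the groups from 0.00100 to 0.0345. On the 500 genes of highest variance the separation was 0.0405 with an exact permutation p of 0.0635. Among single named genes, 23 further results passed the threshold under an alternative other than leaving out a library and 134 stayed on the same side, while 1 and 129 did so with a library left out. Depth was not varied in the simulation, which at a fold change of 2 recovered 17.5% of the 200 changed genes drawn from all genes and 50% of those with a mean log2 CPM of at least 5 in edgeR.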

Other observations

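Tests of single libraries at 0, of calls with very large fold changes and of the excess of higher over lower calls were chosen after the results were seen, as were 2 details. The first version of the test of genes at 0 asked for a strict fall at every step, binned by the mean of all libraries, and failed on a step from 0 to 0; it was then binned by the other libraries, with such a step allowed. Car2 was left out of the erythroid sum because its high level in all libraries would hide a small share; the reading of its 5 other genes one by one came later still. The other tests were set out before their results.

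The edgeR fit without a block called 0 genes, with 806 at an unadjusted p under 0.05. Among 100 of the 126 splits of the 10 libraries, 1, the real one, gave as many; the others gave a median of 338 and at most 622, and none gave a gene with an adjusted p under 0.05. Of the 16 splits that part all same-numbered pairs, 1 gave as many genes as the real split, itself, both for edgeR with the block (874 against at most 487) and for DESeq2 with the block (724 against 44 to 276, median 95); 16 splits cannot give a share under 0.05. The others differ from the real split in having 1 to 4 pairs exchanged. Because exchanged groups still gave 44 to 276 DESeq2 calls, a part of the 724 may be expected without any NEO1 difference, and which part cannot be told apart from these libraries.

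The list tests differed in how they stood against other splits. A camera p as small was found in 1 of 100 splits, the real one, for S phase genes, for G2 and M phase genes, for megakaryocyte and platelet genes and for hematopoietic stem cell genes, and in 2 of 100 for ribosomal protein and for nuclear oxidative phosphorylation genes. It was found in 29 of 100 for erythroid, 70 for granulocyte and monocyte, 88 for lymphoid and 71 for immediate early and stress genes. With the preset correlation, between 0 and 67 of the other splits gave a camera p under 0.05 depending on the list (67 for ribosomal protein genes, 66 for G2 and M phase genes). Apart from the hematopoietic stem cell list the camera p values are therefore too small as probabilities. The counts of splits are the safer measure, although the other splits still hold part of the NEO1 difference and did not use the pairing. In fits with the block, 16 splits that part all same-numbered pairs were compared too. For the S phase, G2 and M phase, megakaryocyte and platelet, hematopoietic stem cell, ribosomal protein and nuclear oxidative phosphorylation lists, 1 of 16, the real one, gave a camera p as small. It was 5 for erythroid, 13 for granulocyte and monocyte, 16 for lymphoid and 4 for immediate early and stress genes. As 16 splits cannot give a share under 0.05, they decide no list.

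The shift of the lists was set against genes matched on abundance, transcript length and GC content. The median log2 fold change of ribosomal protein genes, -0.36, lay below the central 95% of matched lists (-0.21 to -0.13), as did that of nuclear oxidative phosphorylation genes, -0.27 (-0.23 to -0.12). S phase genes (0.79, against -0.10 to 0.17), G2 and M phase genes (1.18, against -0.09 to 0.19) and megakaryocyte and platelet genes (0.23, against -0.13 to 0.19) lay above. In the fits with the replicate block these 5 lay outside as well. How close the matched genes came to the list members in these properties was not measured. As far as they matched, abundance, length and GC content do not account for the 5 shifts as a whole in the fits of all libraries. Genes matched to the ribosomal protein and nuclear oxidative phosphorylation lists had medians of -0.19 and -0.17 themselves, however. For megakaryocyte and platelet genes the margin was small. With 1 library left out, the median of that list ran from 0.07 (without NEO1- library 4) to 0.32 (without NEO1- library 5). These values lie on both sides of the limit of 0.19, and matched lists were not drawn for such fits. With the number of genes detected as a covariate the medians of the 5 lists were -0.25, -0.16, 0.43, 0.99 and 0.17 in the same order. Each kept its direction and above 50% of its size, which argues against detection alone as the whole cause. For nuclear oxidative phosphorylation and for megakaryocyte and platelet genes these medians lay inside the intervals of matched lists, which came from fits without the covariate. For those lists, detection and the matched properties together are therefore not excluded. Of the lists other than the 5, hematopoietic stem cell genes lay inside (0.06, against -0.14 to 0.08; with the block 0.08, against -0.12 to 0.09) and had a median of -0.01 with the covariate, so neither explanation is excluded for that list. Granulocyte and monocyte genes lay above without the block (0.25, against -0.23 to 0.11) and inside with it (0.05, against -0.18 to 0.21), erythroid genes lay above in both fits, and lymphoid and immediate early and stress genes inside in both. A difference in cell cycle state and in ribosomal protein transcripts between NEO1+ and NEO1- cells is the biological hypothesis left open.

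The G2 and M phase score might instead reflect progenitors carried over in the NEO1+ sorts. The tested genes of a list of 10 erythroid transcripts were 6, all 10 being also in the erythroid list. Their summed CPM without Car2 was higher in NEO1+ in 3 of 5 pairs, with 237, 53.8, 342, 52 and 73.1 CPM in NEO1+ libraries 1 to 5 and 34.5, 68.7, 243, 82.9 and 37.7 CPM in NEO1- libraries 1 to 5, whereas the G2 and M phase score was higher in 5 of 5. The other 4 were globin genes, which had 1 count in total over the 10 libraries, although reads shared between their near-identical copies can have been left out of the counting. Car2, the most abundant, was between 1370 and 1760 CPM in all libraries and higher in NEO1+ in 5 of 5 pairs, as was the sum with it, so leaving it out turned 5 of 5 pairs into 3 of 5, and the count for the sum decides nothing by itself. Each of the other 5 genes was higher in 3 of 5 pairs, and none of them was higher in NEO1+ in the pairs numbered 2 and 4. With the erythroid score as a covariate the group difference of the G2 and M phase score was 1.70, against 2.13 without. This and the 5 genes argue against erythroid carry-over as the whole cause; a part for it, with which the Car2 values go, and other proliferating cells remain open.

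Erythroid and granulocyte and monocyte scores rose and fell together over the 10 libraries (Pearson r 0.894, permutation p 4.0e-04; Spearman rho 0.879, permutation p 0.0015). Without NEO1+ library 3 and NEO1- library 1, the farthest from the median erythroid score, r was 0.825. After the number of genes detected was regressed out r was 0.829 (permutation p 0.0036), which argues against detection as the cause. This pair of scores was singled out after the values were seen, and no adjustment over other pairs was made. A variable share of more differentiated cells in the sorts is a candidate explanation, which was not tested separately.

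Ribosomal protein mRNAs begin with a terminal oligopyrimidine motif that other transcripts of the translation machinery share. If the shift belonged to that class, 32 such genes that encode no ribosomal protein should be lower too. Their median log2 fold change was -0.16, below the central 95% of matched lists (-0.14 to 0.07; with the replicate block -0.15 against -0.13 to 0.09), and 25 of 32 were lower. Their score differed by -0.17 (exact permutation p 0.0556) and was lower in NEO1+ in 4 of 5 pairs. This is consistent with a shift of the class, smaller than the -0.36 of ribosomal protein genes, and remains a hypothesis.

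Lars2 is known for sequence shared with ribosomal RNA, so its counts might follow Rn45s. The ratio of Lars2 to Rn45s counts differed by -1.37 per 1000 between groups, with 2.77 to 3.11 in NEO1+ and 3.46 to 4.83 in NEO1- libraries and no overlap. Reads of the ribosomal RNA counted at Lars2 in a fixed proportion to Rn45s therefore do not account for the whole of its change. Rn45s itself had a log2 fold change of -0.41, against -0.95 for Lars2. A part for such reads remains open, with which the narrow range of the ratio in NEO1+ libraries goes. Ribosomal RNA other than Rn45s was not tested.

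Fewer genes were detected in NEO1- libraries. Thinning all libraries to 21.2 M counts left a difference of 996 genes, and thinning to 13.2 M after Rn45s was left out a difference of 989, against 1004 as deposited, so neither depth nor the ribosomal RNA share accounts for it. Abundant genes were also missing outright from single NEO1- libraries. Of 458 genes with a mean count of at least 200 and a count of 0 in 1 library alone, NEO1- libraries 1 to 5 lacked 188, 80, 145, 0 and 26, and the 5 NEO1+ libraries 19 together (exact permutation p 0.0476 for the group means). In NEO1- library 1 the share of genes at 0 fell from 14.3% at a mean log2 CPM of 2 to 3 in the other libraries, through 6.03% at 3 to 4, 1.49% at 4 to 5 and 0.12% at 5 to 6, to 0% over 6, and it fell in the same way in NEO1- libraries 2 and 3. This is consistent with few captured molecules in those libraries; the number of cells per library within the range of 250 to 500 is not given. The 185 lost genes of library 1 with a transcript had a median length of 3.77 kb, above abundance-matched lists (2.84 to 3.60), and a median GC content of 49.0%, within them (48.4 to 51.4), so GC content is not what marks them, while a part for transcript length cannot be told apart from sampling.

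All-or-none detection bears on the DESeq2 calls. With the block, 302 of the 724 calls had a log2 fold change over 5 in size, and 91.1% of these were at 0 in 3 or more libraries, while 79.4% of the other 422 had counts in all 10. Higher genes made 77.9% of all 724 calls and 58.6% of the 336 with counts in all libraries (197 higher, 139 lower). Without the block, the shares were 61.9% of 147 calls and 44.7% of the 94 with counts in all libraries (42 higher, 52 lower). Whether loss of transcripts from NEO1- libraries accounts for the excess of higher calls cannot be told apart from a real absence of these transcripts, since a gene that is absent from NEO1- cells is left out of the smaller set because of its change: of the 388 calls with a count of 0 in a library, 367 were higher.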
